A study of Rattus norvegicus with 20 samples. Its data were reported in "A Comparison of Gene Expression Profiles of Rat Tissues after Mild and Short-Term Calorie Restrictions" (2021).

How the data were processed

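Gene expression was measured in adipose tissue of male Wistar rats, an outbred laboratory strain, on 20 one-colour Affymetrix rat arrays. Rats entered the experiment at 6 weeks of age and were offered their recorded intake (control) or 5%, 10%, 20% or 30% less food for 1 week or 1 month, and the tissue was taken after a fast of 16 h. RNA of 5 rats was pooled for each of the 10 groups and the labelled RNA of each pool was divided over 2 chips. The 2 chips of a pool are therefore technical repeats, the pool is the replicate, and each group holds 1 pool.

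The values are intensity values on a linear scale that the authors deposited, namely MAS5 signals of Affymetrix software, each summarising the probe pairs of a probe set. MAS5 is the tool named in the submitters' processing notes and in the study's methods. Detection and change calls were not used here, and the study's counts of changed probes, which rest on such calls, were not recomputed; counts below follow another rule and are not set against the study's. Scaling was checked on the values. The trimmed mean signal (trim 0.02) was nearly identical for the 5 chips of one replicate number at one duration and differed between these sets: 77.7 for the first and 111.7 for the second chips at 1 week, and 98.5 and 98.1 at 1 month. The sets were therefore scaled apart before deposit, so a difference between durations depends on the scale, while differences of pool means within a duration do not; counts that compare single chips of different replicate numbers do.

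The table held 15923 probe sets, of which 57 array controls were left out and 15866 analysed. The platform table paired 12783 of them with 1 gene symbol, 312 with several and 2771 with none. Symbols of 12748 were matched to the assembly's gene table and updated where they were old; probe sets with several symbols were not named. Signals under 1 were set to 1 (between 0.996% and 3.87% of the values of a chip), and log2 was taken with no other offset. Probe sets at or above the 40th percentile of mean log2 signal (a signal of 22.8) were tested: 9520 probe sets, 8200 of them with 1 symbol, for 7113 genes. The probe set of highest mean signal stood for a gene. No genome was used, so no coordinates are given.

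The log2 signals of each pool's 2 chips were averaged and limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend) was fitted over the 10 pools, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. All adjusted p-values of single genes come from limma. The fits gave the slope of log2 signal per 10% of restriction at both durations (7 residual degrees of freedom), at 1 week and at 1 month with the difference of these slopes (6), the 8 restricted against the 2 control pools, the step of the control pools off the line through the restricted levels, and 1 month minus 1 week. A probe set counted as changed in a pool where the 4 chip-to-chip differences from the control of that duration had one sign and the pool difference was at least 1.5-fold; no p-value belongs to that count. For one-way movement in all 8 restricted pools the same signs were asked for in each pool, with no fold minimum. Gene lists, fixed before the data were examined, were tested with camera (inter-gene correlation preset to 0.01), with camera at an estimated correlation and with fry, which asks only whether the genes of a list move one way on balance; a list needed 5 tested genes. Lists covered metabolic pathways, the circadian clock, chaperones, cytoskeleton, ribosome, cell cycle, immune genes, markers of the cell types that fat can hold and of neighbouring tissues, and the genes that the study named. The last list was chosen by the study on data that include these samples, part of it across several tissues. Genes were named by a rule fixed beforehand: the 12 rising and 12 falling genes of largest dose slope past the threshold with one sign at both durations, the 8 of largest effect per direction in other comparisons, up to 4 genes past the threshold per list (or the 2 of largest slope where none passed), and every gene of the study's list.

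The steps were tested on simulated data with 200 changed probe sets among 9520. For the slope at both durations 43% of slopes of 0.2 and 84% of slopes of 0.4 were recovered, for the slope at 1 week 15% and 64%, for the slope at 1 month 14% and 56%, and for the difference of slopes 0% and 21%. For restricted against control 36% of changes of 0.5 and 85% of changes of 1 were recovered, for the step 10% and 54%, and for 1 month minus 1 week 43% and 92%. Of the probe sets called, 3.05%, 4.82%, 10.3%, 8.70%, 2.42%, 5.88% and 2.88% were false in these 7 simulations, in the order given. These shares describe simulated data and need not hold for the real pools, where genes can vary together. With other orders of the levels, the real pools gave at most 727 for the slope at both durations and 1 at 1 week. They gave at most 239 at 1 month and 1879 for the step. The number of arrays and pools limits the precision. Alternatives fixed beforehand were the filter on dim probe sets, quantile and median scaling, an offset at the 10th percentile, eBayes without trend, single chips with the pool as a random block, each replicate number or level left out, the rank of the level, the fold minimum, and other list tests. Alternatives chosen after the data were seen were a common trimmed mean for all chips, each single pool left out, the removal of 2 pools that carried pancreas genes, and a lymphocyte score (mean log2 signal of the lymphocyte list) as a covariate. A first version of this work used the common trimmed mean throughout and was set back to the deposited scale, which is the one fixed in the design, after counts on both scales had been seen.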

Results

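The arrays described adipose tissue of rats that ate their full recorded intake or 5%, 10%, 20% or 30% less of it for 1 week or 1 month. With 1 pool of 5 rats per group and 2 chips per pool, 10 pools carried the comparisons and no group had a spread of its own. Duplicate chips correlated at 0.971 to 0.982 across probe sets, and each chip correlated at 0.924 to 0.962 (median) with chips of other pools. The median technical SD was 0.186 on the log2 scale for a chip and 0.132 for a pool mean of 2 chips, and the median residual SD among pool means around the dose slopes was 0.178. Tests measure the spread between pools, to which differences between rats contribute only as averages of 5. Markers of other tissues set pools apart. Genes of the exocrine pancreas, which makes digestive enzymes, had a mean log2 signal of 11.9 in the control pool at 1 week and 6.24 in the 30% pool at 1 week, and 2.31 to 3.04 in the other 8 pools. Lymphocyte markers had a mean of 7.55 and 7.56 in the control pools at 1 week and 1 month. In restricted pools from 5% to 30% they stood at 6.84, 5.74, 6.15 and 3.64 at 1 week and at 7.47, 3.85, 3.84 and 6.66 at 1 month.

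**Figure D1:**
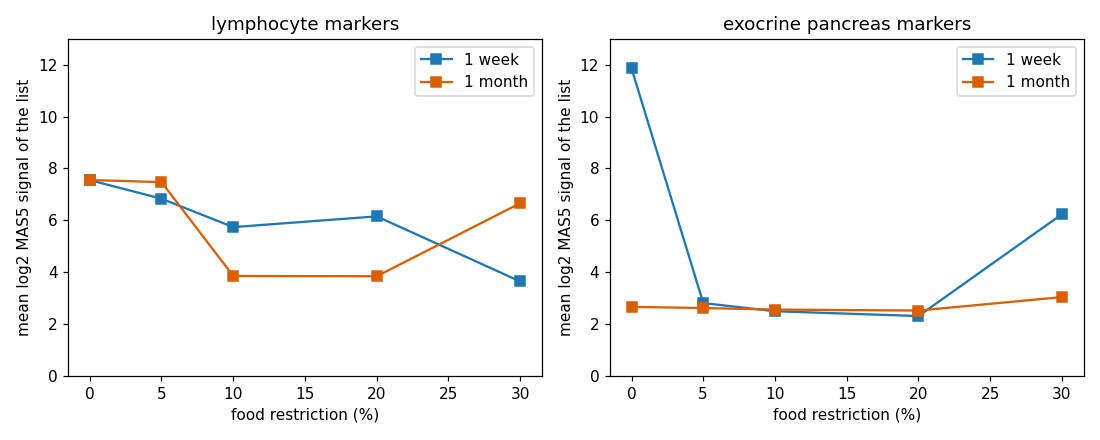
Mean log2 MAS5 signal of the lymphocyte list (left) and the exocrine pancreas list (right) against food restriction in percent, with 1 pool per point and lines joining the pools of 1 week and of 1 month. The pancreas list stood at 11.9 in the control pool and 6.24 in the 30% pool at 1 week, and the lymphocyte list at 3.85 and 3.84 in the 10% and 20% pools at 1 month.

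The first comparison asked which transcripts followed the level of restriction at both durations. Signals rose with restriction for Atosa by 0.68 ± 0.040 log2 per 10% (SE, n = 10 pools, adjusted p = 1.71e-05 by limma), which amounts to 4.10-fold at 30%. Rising genes also included Coq8a, a kinase-like protein of coenzyme Q synthesis (0.68 ± 0.11), Fmo1, a flavin monooxygenase (0.66 ± 0.063), Rgs2, a regulator of G-protein signalling (0.63 ± 0.053), and Ehhadh, an enzyme of peroxisomal beta-oxidation (0.61 ± 0.11). Hrh3, a histamine receptor (0.66), Gabbr1, a GABA-B receptor subunit (0.63), Nupr1 (0.60), Star, which brings cholesterol into mitochondria (0.58), Pdgfrl (0.57), Cyp2e1 (0.56) and Ifrd1 (0.54) rose as well. Oxtr, the oxytocin receptor, fell by 0.71 ± 0.064 log2 per 10% (adjusted p = 3.19e-04) and was lower in 8 of 8 restricted pools. Cotl1, an actin-binding protein, had the steepest slope among the named falling genes (−0.89 ± 0.21), followed after Oxtr by Dnase1l3 (−0.61), Lsp1 (−0.61), Pclaf (−0.59), Tes (−0.58), Fermt3 (−0.57), Pik3ap1 (−0.55), Tdg (−0.53), Plvap, an endothelial membrane protein (−0.53), Penk (−0.49) and Mest (−0.47). The 2 chips of the 30% pool at 1 month lay far apart for Plvap.

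In all, 544 probe sets rose and 351 fell with restriction, 895 of 9520. The 895 had one sign of slope at both durations, but selection on the joint slope favours this, so it is not separate evidence. With each chip centred on its median, 574 rose and 146 fell. The count rested on single pools: it was 255 without the control pool at 1 week, 563 without 5%, 442 without 20% and 110 without 30% at 1 week, and 160 without the control pool, 583 without 5%, 1921 without 10%, 482 without 20% and 1641 without 30% at 1 month. It was 569 without the first and 596 without the second chips. Without the 2 pools that carried pancreas genes it was 15, with fewer pools in the fit, and with the lymphocyte score in the fit 195. The slopes of the 895 shrank less than this last count. The median ratio of slopes with the score to those without it was 0.78 for the 544 rising and 0.78 for the 351 falling. Over all 9520 tested probe sets the median SE went from 0.052 to 0.058 with the score. That of the 895 alone is not given. The score correlated with dose at −0.58 (adjusted for duration). The drop to 195 therefore does not show that most of these slopes were lost.

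**Figure D2:**
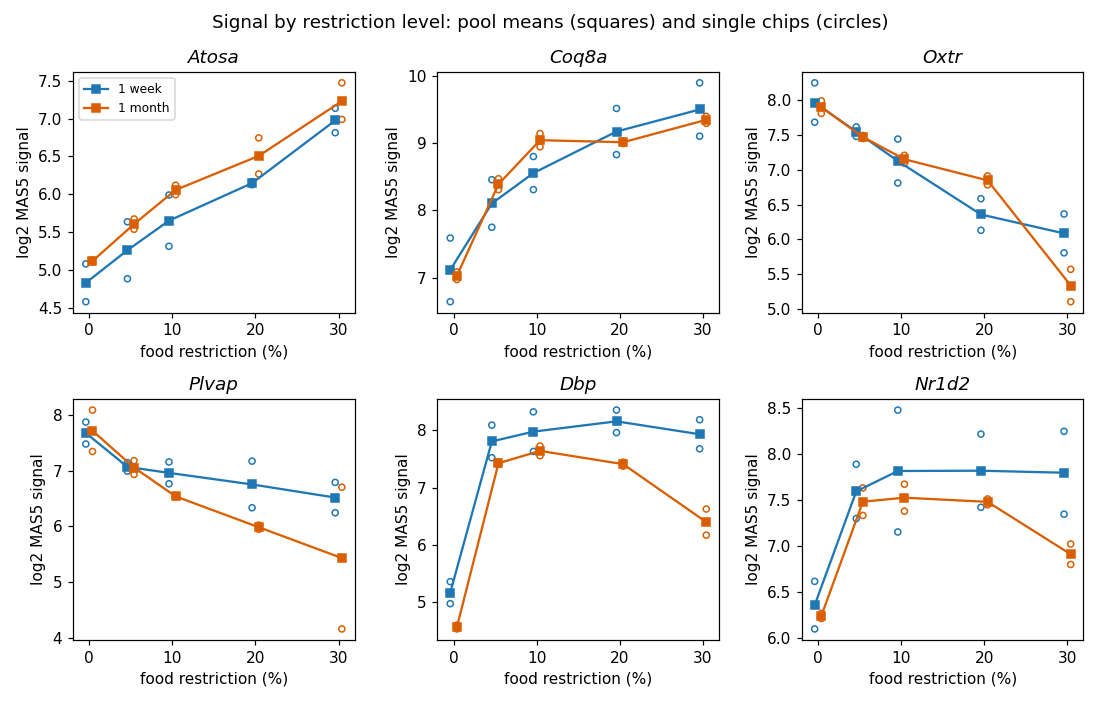
Log2 MAS5 signal against food restriction in percent for Atosa, Coq8a, Oxtr, Plvap, Dbp and Nr1d2 at 1 week and 1 month, with squares for pool means and circles for single chips; duplicate chips at 1 week were scaled apart before deposit. Atosa rose by 0.68 per 10% of restriction and Oxtr fell by 0.71, while Dbp stood 2.72 higher in restricted than in control pools.

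In 4 lists of energy metabolism some genes rose with restriction and none fell. Of 21 tested genes of fatty acid beta-oxidation 15 rose and none fell (20 rose when adjusted over the list alone), among them Ehhadh, Eci1 (0.26 ± 0.053), Etfb (0.25 ± 0.048) and Cpt2 (0.25 ± 0.062). The median slope of that list was 0.21 (camera adjusted p = 8e-11), and adjusted p = 0.271 with an estimated correlation. In branched-chain amino acid catabolism 8 of 15 genes rose, with Bckdha (0.31), Hibch (0.27), Mccc1 (0.26) and Aldh6a1 (0.22) the steepest, and 13 rose when adjusted over the list alone. In the tricarboxylic acid cycle 7 of 16 rose (13 adjusted over the list alone), led by Sucla2 (0.17), Sdha (0.17), Sdhb (0.17) and Idh3b (0.15). In oxidative phosphorylation 8 of 39 rose, 21 when adjusted over the list alone, including Ndufb8 (0.19), Ndufs1 (0.19), Uqcrc1 (0.16) and Atp5f1c (0.16). These lists passed camera (adjusted p = 9.93e-08, 9.93e-08 and 8e-11) and had adjusted p = 0.271 with an estimated correlation. Without the pools that carried pancreas genes no member of these 4 lists was called, with fewer pools in the fit. The median slopes there were 0.18 for beta-oxidation, 0.15 beside 0.17 for branched-chain amino acids, 0.13 beside 0.11 for the tricarboxylic acid cycle and 0.092 beside 0.087 for oxidative phosphorylation, and all 4 lists passed camera (the highest adjusted p was 5.08e-08). With the lymphocyte score in the fit 1, 1, 0 and 1 members were called, at medians of 0.14, 0.12, 0.080 and 0.061, and all 4 passed camera (the highest adjusted p was 2.65e-06).

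Xenobiotic metabolism rose in 12 of 20 genes (13 up and 1 down adjusted over the list alone), led by Fmo1, Cyp2e1, Akr1c14 (0.41 ± 0.085) and Ephx1 (0.40 ± 0.094), with camera adjusted p = 9.93e-08 and adjusted p = 0.271 with an estimated correlation. Genes that respond to glucocorticoids and fasting rose in 5 of 12 (7 adjusted over the list alone): Pdk4, which restrains pyruvate oxidation (0.50 ± 0.069), Tsc22d3 (0.38), Lpin1 (0.38) and Fkbp5 (0.32) led, with camera adjusted p = 1.61e-05 and adjusted p = 0.199 with an estimated correlation. In lipogenesis and triglyceride synthesis 4 of 21 rose, Lpin1, Dgat1 (0.36), Acss2 (0.26) and Acaca (0.15), and 7 rose and 2 fell when adjusted over the list alone; camera gave adjusted p = 0.00323, and adjusted p = 0.271 with an estimated correlation. Glycolysis held 3 rising genes of 14, Tpi1 (0.20), Gpi (0.11) and Aldoa (0.10), and 6 up and 1 down adjusted over the list alone (camera adjusted p = 0.0312, and adjusted p = 0.271 with an estimated correlation, 0.173 with quantile normalization and 0.0573 without the first chips). Of the negative arm and output of the clock, the genes that repress or follow the daily oscillator, 4 of 10 rose (4 adjusted over the list alone): Usp2 (0.51), Per2 (0.42), Hlf (0.35) and Per1 (0.30). That list had camera adjusted p = 0.00111 and adjusted p = 0.42 with an estimated correlation. Without the 2 pools that carried pancreas genes 1 xenobiotic gene was called and 0 genes of the other lists of this paragraph; with the lymphocyte score 3 xenobiotic, 3 glucocorticoid, 2 lipogenesis, 0 glycolysis and 0 clock genes were called. The median slopes were 0.19, 0.15, 0.069, 0.055 and 0.32 for the xenobiotic, glucocorticoid, lipogenesis, glycolysis and clock lists. They were 0.16, 0.16, 0.086, 0.056 and 0.27 without those pools, and 0.15, 0.11, 0.077, 0.044 and 0.20 with the score. All 5 lists passed camera at the preset correlation in both fits (the highest adjusted p was 0.0237). No value with an estimated correlation is given for these fits.

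Genes of the cytoskeleton and of immune cells made up most falling lists. In the actin and tubulin list 6 of 20 genes fell and none rose (15 fell adjusted over the list alone), including Tpm3 (−0.27), Pfn1 (−0.27), Tpm4 (−0.23) and Arpc1b (−0.21), with camera adjusted p = 2.5e-06 and adjusted p = 0.271 with an estimated correlation. Cytosolic chaperones had 2 falling genes of 19, Cryab (−0.34) and Hspa4 (−0.18), and 1 up and 5 down adjusted over the list alone (camera adjusted p = 0.00848, and adjusted p = 0.42 with an estimated correlation). Of the lymphocyte markers, 1 of 9 fell, Cd4 (−0.19 ± 0.054, 1 adjusted over the list alone), though the median slope of the list was −0.78 (camera adjusted p = 0.00155, and adjusted p = 0.42 with an estimated correlation). Class II antigen presentation had 1 falling gene of 8, RT1-DMa (−0.35), 6 adjusted over the list alone, and a median slope of −0.53 (camera adjusted p = 0.00111, and adjusted p = 0.42 with an estimated correlation). Macrophage markers had 1 falling gene, Aif1 (−0.40), and 1 rising gene, Cd14 (0.16), of 17, and 2 up and 6 down adjusted over the list alone (camera adjusted p = 0.0241, and adjusted p = 0.478 with an estimated correlation). No cell cycle gene of 15 passed singly (8 fell adjusted over the list alone), with slopes of −0.53 for Mcm3 and −0.52 for Cks2, and no ribosomal protein gene of 23, with −0.14 for Rps15 and −0.12 for Rpl27 (0 adjusted over the list alone). Both lists passed camera downwards, with adjusted p = 2.8e-04 and 9.28e-04, and adjusted p = 0.42 and 0.487 with an estimated correlation. The lymphocyte score was 7.55 and 7.56 in control pools and as little as 3.64 in restricted pools, beside all of these lists. With the score in the fit the median slope of the ribosomal list was 8.4e-05 (adjusted p = 0.925) and that of the cell cycle list −0.066 (adjusted p = 0.174), and the macrophage list no longer passed (adjusted p = 0.0913). The class II median was −0.099 there beside −0.53, and that list still passed downwards (adjusted p = 0.0152). The fibroblast and matrix list passed downwards with the score (adjusted p = 0.00987). Without the pools that carried pancreas genes the ribosomal (adjusted p = 0.0669) and lymphocyte (adjusted p = 0.0502) lists did not pass, with fewer pools in the fit. Their medians there were −0.047 beside −0.074 and −0.53 beside −0.78. Called actin and tubulin genes went from 6 to 0 without these pools and to 1 with the score, and called chaperones from 2 to 0 and to 2. No gene of the class II and macrophage lists was called in either fit. Both lists still passed camera without these pools. The macrophage median there was −0.12 beside −0.13 (adjusted p = 0.0285) and the class II median −0.36 beside −0.53 (adjusted p = 0.0204). The median slope of the actin and tubulin list was −0.16, −0.16 without these pools and −0.12 with the score (camera adjusted p = 4.72e-05 and 6.69e-06). That of the chaperones was −0.10, −0.074 and −0.067 (camera adjusted p = 0.0119 and 0.00987). All list values given for these 2 fits come from camera at the preset correlation.

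**Figure D3:**
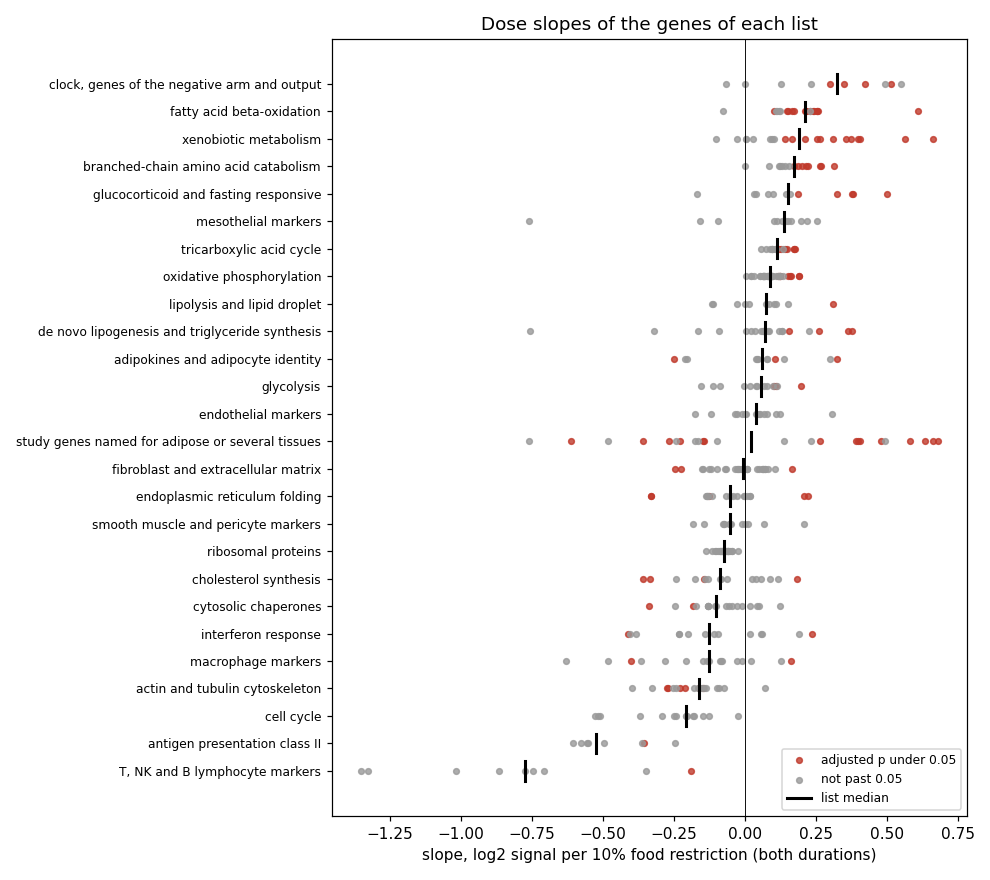
Dose slopes, in log2 signal per 10% food restriction over both durations, of the tested genes of each list, with red points for genes with adjusted p under 0.05, grey points for the rest and a bar at the list median. Medians ran from −0.78 for lymphocyte markers to 0.32 for the clock's negative arm; the median of the fibroblast list was near 0 and changed sign with median centring.

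Of the 26 lists tested, 16 passed camera on the dose slope, 0 with an estimated correlation and 12 with fry, where the clock, lymphocyte and class II lists (adjusted p = 0.108 each), cell cycle (adjusted p = 0.123), macrophages (adjusted p = 0.176) and ribosomal proteins (adjusted p = 0.199) did not pass. With fry endoplasmic reticulum folding (adjusted p = 0.0485, downwards) and the list of the study (adjusted p = 0.0238, upwards) passed newly. Without the pools that carried pancreas genes 14 passed camera and with the lymphocyte score 13, both at the preset correlation. At 1 week alone chaperones and macrophages (adjusted p = 0.0953 each), lipogenesis (adjusted p = 0.13) and glycolysis (adjusted p = 0.186) no longer passed, and at 1 month alone lymphocyte markers (adjusted p = 0.0502). Cholesterol synthesis passed downwards and endothelial markers upwards at 1 week alone (adjusted p = 0.0365 each). Neither passed there with an estimated correlation (adjusted p = 0.471 each) or with fry (adjusted p = 0.162 and 0.101). On the dose slope at both durations mesothelial markers did not pass (adjusted p = 0.065, and 0.044 without the second chips and 0.0183 over all probe sets of each gene), with slopes of −0.76 for Slpi and 0.25 for Krt19, and neither did adipocyte markers (adjusted p = 0.0664), of which Acvr1c (0.32) and Cfd (0.10) rose and Apln (−0.25) fell. In endoplasmic reticulum folding (adjusted p = 0.0667, and 0.00992 with quantile normalization and 0.0457 without the second chips) Xbp1 (0.22) and Ddit3 (0.21) rose and Creld2 (−0.33) and Sdf2l1 (−0.33) fell, among 2 up and 3 down of 19. Interferon response (adjusted p = 0.124) held Psmb9 (−0.41) falling and Oas1a (0.24) rising. Lipolysis (adjusted p = 0.124) held Pnpla2, the main triglyceride lipase of fat, rising (0.31 ± 0.053). Cholesterol synthesis (adjusted p = 0.278) held Dhcr7 (−0.36), Idi1 (−0.33) and Cyp51 (−0.14) falling and Fdft1 (0.18) rising. Among endothelial markers (adjusted p = 0.292) Gpihbp1 and S1pr1 had slopes of 0.31 and −0.18 and did not pass, and in the fibroblast and matrix list (adjusted p = 0.746) Fbn1 (−0.25) and Mfap4 (−0.22) fell and Postn (0.17) rose. Smooth muscle markers (adjusted p = 0.81) had slopes of 0.21 for Pdgfrb and −0.18 for Actg2. Lists with under 5 tested genes had no test: Cidea of the brown and beige list rose (0.30 ± 0.045), while Clock (−0.022), Alas2 (−0.13), Pnlip (−0.48), Tpsb2 (0.16) and Ckm (0.054) of the positive clock arm, erythroid, pancreas, mast cell and skeletal muscle lists did not pass, and no epididymis gene was tested.

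A fit with a slope for each duration asked what each duration showed by itself. At 1 week 21 probe sets rose and 7 fell: Rgs2 (0.70 ± 0.074), Atosa (0.69 ± 0.059, adjusted p = 0.00292), Ifrd1 (0.66), Pdk4 (0.60), Nupr1 (0.59), Cbr1 (0.59), Fmo1 (0.59) and Ung (0.51) rose, and Oxtr (−0.64 ± 0.090), Rpl39 (−0.53), Srrt (−0.49), Vstm4 (−0.44) and Efhd1 (−0.43) fell. At 1 month 9 rose and 3 fell: Fmo1 (0.73 ± 0.089), Atosa (0.67 ± 0.059, adjusted p = 0.00359), Rgs2 (0.57), Net1 (0.46), Gstz1 (0.42), Ifrd1 (0.42), Mgst2 (0.34) and Acss2 (0.33) rose, and Oxtr (−0.78), Plvap (−0.73) and Tpst2 (−0.28) fell. Of the 32 probe sets called at either duration, 32 were also called for both together and 8 were called at 1 week and at 1 month. The slopes of the durations correlated across probe sets (r = 0.704, rho = 0.623), where genes are not independent replicates. The difference of slopes passed for 0 probe sets by limma (282 had an unadjusted p under 0.05, the lowest adjusted p was 0.999, and the median SE of a difference was 0.105), so no gene was shown to differ between durations. The count at 1 week was 4, 6, 4, 4 and 0 without the control, 5%, 10%, 20% and 30% pools of 1 week, 179, 11, 320, 5 and 81 without those of 1 month, and 18 and 13 without the first and the second chips. The count at 1 month was 23, 3 and 3 without the control, 20% and 30% pools of 1 week, and 2, 5, 97, 4 and 0 without the control, 5%, 10%, 20% and 30% pools of 1 month. Without the 2 pools that carried pancreas genes, 0 were called by limma at 1 week (406 at an unadjusted p under 0.05) and 3 at 1 month, and with the lymphocyte score 11 and 45.

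Restricted pools were then set against control pools, since a gene can answer to any restriction at all. Dbp, a clock-controlled transcription factor, was higher by 2.72 ± 0.24 log2 (SE, adjusted p = 5.47e-04 by limma), or 6.61-fold, and higher in 8 of 8 pools. Tef, a related factor, was higher by 2.31 ± 0.33, Hrh3 by 2.21, Gabbr1 by 2.04, Coq8a by 1.81, Star by 1.80, Ehhadh by 1.73 and Cyp2e1 by 1.65. Lower were Dnase1l3 (−1.71 ± 0.45), Ddx39a (−1.49), the cytokine gene Il18 (−1.26), Fut4 (−1.25), Pilra (−1.21), Pnpla3, a lipid enzyme induced by feeding (−1.15 ± 0.16), Dhcr7, the last enzyme of cholesterol synthesis (−1.12), and the macrophage gene Aif1 (−1.11). In total 413 probe sets were higher and 152 lower, 565, of which 246 were also called for the dose slope. The count was 6 without the control pool at 1 week, 27 without that at 1 month, 308, 208 and 326 without the 10%, 20% and 30% pools at 1 week, 898 without 5% at 1 week, and 1980, 304, 216 and 354 without 5%, 10%, 20% and 30% at 1 month. It was 258 without the first chips, 5 without the pools that carried pancreas genes and 64 with the lymphocyte score. Median centring gave 398 higher and 71 lower and moved the median of all probe sets from −0.026 to 0.091.

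By list, 6 of 10 genes of the clock's negative arm were higher in restricted pools (9 adjusted over the list alone), with a median of 1.05 (camera adjusted p = 1.52e-08, and adjusted p = 0.156 with an estimated correlation). Of beta-oxidation 14 of 21 were higher (20 adjusted over the list alone, camera adjusted p = 2.93e-12, and adjusted p = 0.292 with an estimated correlation). Adipocyte markers were higher in 3 of 12 (median 0.20, camera adjusted p = 0.00262, and adjusted p = 0.292 with an estimated correlation). Lipolysis genes were higher in 5 of 11 (5 up and 1 down adjusted over the list alone, camera adjusted p = 0.00471, and adjusted p = 0.292 with an estimated correlation). Of macrophage markers 5 of 17 were lower (11 adjusted over the list alone, camera adjusted p = 5.48e-05, and adjusted p = 0.292 with an estimated correlation), and of cytosolic chaperones 6 of 19 (8 adjusted over the list alone, camera adjusted p = 6.93e-05, and adjusted p = 0.292 with an estimated correlation). No lymphocyte marker of 9 passed singly, at a list median of −2.05 (camera adjusted p = 0.00207, and adjusted p = 0.319 with an estimated correlation and 0.12 with fry). Without the pools that carried pancreas genes 1 gene of the clock list was called and 0 of the beta-oxidation, adipocyte, lipolysis, macrophage and chaperone lists, with fewer pools in the fit. There the medians were 0.88 for the clock list, 0.53 beside 0.49, 0.24 beside 0.20, 0.25 beside 0.29, −0.66 beside −0.44 and −0.23 beside −0.21. With the lymphocyte score 3, 2, 1, 1, 0 and 1 genes of these lists were called. These counts alone do not show how far the differences themselves shrank. The 3' to 5' ratio of the actin control probe sets also set the restricted (1.54 to 1.82) apart from the control pool means (1.51 to 1.52), though single chips overlapped, and its part in this comparison was not tested. From control to 30% this ratio was 1.52, 1.65, 1.68, 1.66 and 1.82 at 1 month. At 1 week it was 1.51, 1.63, 1.54, 1.58 and 1.59. Its part in the dose slopes was not tested either.

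The step measures how far the control pools stood off the line through the restricted levels. A positive step means that control pools lay below that line. Of the genes that passed, Dbp had the largest step, 3.02 ± 0.28 (adjusted p = 0.00379 by limma), followed by Hrh3 (1.77), Gabbr1 (1.59), the clock repressors Nr1d1 (1.51 ± 0.21) and Nr1d2 (1.38 ± 0.18), Apeg3 (1.24), Ehhadh (1.17) and the clock gene Bhlhe41 (1.17), while control pools lay above the line for the chaperone Hsph1 (−0.81 ± 0.14). The slopes of Dbp (0.49 ± 0.28, adjusted p = 0.255) and Nr1d2 (0.23 ± 0.13, adjusted p = 0.264) did not pass, nor did the step of Tef (2.24 ± 0.42, adjusted p = 0.0735). In total 30 probe sets had a positive and 1 a negative step. The count by limma was 0 without the pools that carried pancreas genes (572 at an unadjusted p under 0.05) and 57 with the lymphocyte score, and without single pools it was 5 (control), 4 (10%), 4 (20%) and 5 (30%) at 1 week and 16 (control), 79 (5%), 17 (10%) and 13 (20%) at 1 month; it was 16 without the first and 20 without the second chips.

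Pool by pool, without a test, 308 probe sets were higher and 350 lower than the control of 1 week at 5% restriction, 528 and 610 at 10%, 541 and 752 at 20%, and 722 and 1020 at 30%. After 1 month 231 were higher and 309 lower at 5%, 592 and 1277 at 10%, 592 and 963 at 20%, and 507 and 746 at 30%. Chip noise alone gave 178 to 187 such probe sets at 1 week and 239 to 243 at 1 month in simulations. The lean to lower signals depended on the scale: with median centring 67.1% and 68.4% of the probe sets changed at 20% and 30% for 1 week were higher, and 73.2% of those changed at 10% for 1 month. The rule sets chips of different replicate numbers against each other, and these were scaled apart at 1 week: on a common scale 828, 1352, 1490 and 1993 were counted from 5% to 30% at 1 week, with 51.3%, 50.3%, 45.0% and 44.4% higher, so that the lean to lower signals stayed at 20% and 30% there. The comparisons at one duration share a control pool, so their counts are not independent.

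Probe sets that moved one way in all 8 restricted pools, with no fold minimum, numbered 101 higher and 126 lower, 227, against a mean of 10.7 and at most 19 in simulated unchanged pools that shared those controls and had the chip noise and residual pool spread of each probe set. The simulation drew each probe set apart, so it leaves out genes that vary together between pools. By median difference Dbp (2.82), Hrh3 (2.34), Tef (2.33), Gabbr1 (2.17), Coq8a (1.99), Star (1.89), Cyp2e1 (1.77) and Ehhadh (1.76) led the higher group. Among the lower group stood the immunoglobulin genes Ighl2 (−2.68) and Iglc1 (−2.09), Glycam1, made by lymph node vessels (−2.34), the B cell gene Cd79b (−1.77), Il2rg (−1.76), the B cell chemokine Cxcl13 (−1.70), Irf8 (−1.69) and Slpi (−1.68). None of these 8 passed limma for restricted against control; the adjusted p of Slpi was 0.103. Chips of different replicate numbers, scaled apart at the shorter duration, were set against each other, which makes the rule stricter there. On a common scale 453 were higher and 319 lower. With same-numbered chips alone 630 were higher and 529 lower, 1159. The count of 227 and its lean to lower signals therefore held only for the deposited scale with chips of different numbers compared.

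Of the 25 genes that the study named, 24 were tested. Hsp90aa1 was not, since each of its 2 probe sets (slopes −0.24 ± 0.043, adjusted p = 0.0094, and −0.19 ± 0.043, adjusted p = 0.0239) carries 2 gene symbols. The study chose these genes on adipose tissue or on several tissues that include these samples. The list is therefore not independent evidence of its direction. With restriction 9 rose and 6 fell (10 and 11 adjusted over the list alone). The study compared restricted with control groups. In restricted against control pools 10 were higher and 5 lower (11 and 12 adjusted over the list alone). The genes named next are those of the dose slope. Coq8a, Fmo1, Gabbr1, Star, Glul (0.48), Akr1c14, Ephx1, Nampt (0.39) and Sult1a1 (0.26) rose. Dnase1l3, Dhcr7, Cmtm6 (−0.27), Tpm4, Tubb4b (−0.15) and Cyp51 fell. Slopes that did not pass were those of Slpi (−0.76, adjusted p = 0.106), Mpeg1 (−0.48, adjusted p = 0.0893), Cd36 (0.14, adjusted p = 0.051), Tubb2a (−0.24), Fads1 (−0.17), S1pr1, Actg1 (−0.098), Dbp and Nr1d2. Without the 2 pools that carried pancreas genes 1 of the 24 rose, with fewer pools in the fit, and with the lymphocyte score 4 rose and 1 fell. Such counts do not show how far the slopes of these genes shrank.

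The durations were compared last; duration goes with the age of the rats and with the time of the experiment. Genes of the extracellular matrix were lower after 1 month. Col1a1, a chain of type I collagen, was lower by −1.64 ± 0.12 log2 (SE, adjusted p = 6.9e-05 by limma), so that signals were 3.11-fold higher at 1 week, and Eln, elastin, by −1.61 ± 0.11. The imprinted H19 (−1.06), Col1a2 (−0.94), Fndc1 (−0.89), Col6a2 (−0.89), Raver1 (−0.88) and Col5a3 (−0.87) were lower too. Of the matrix list 22 of 29 genes were lower (24 adjusted over the list alone, camera adjusted p = 7.87e-35, and adjusted p = 0.18 with an estimated correlation), 22 on a common scale and 13 without the pools that carried pancreas genes. The endothelial and mesothelial lists also passed camera downwards. So did lipogenesis and triglyceride synthesis (median −0.11, adjusted p = 1.1e-04) and the clock's negative arm (median −0.24, adjusted p = 0.0170). Of 16 endothelial genes 3 were lower (camera adjusted p = 3.2e-05, and adjusted p = 0.187 with an estimated correlation). No mesothelial gene of 12 passed (camera adjusted p = 0.0241, and adjusted p = 0.738 with an estimated correlation). Other cell types did not share this: medians were 0.19 for macrophage, 0.21 for smooth muscle, 0.14 for adipocyte and −0.047 for lymphocyte markers. None of these lists passed camera (adjusted p = 0.288, 0.85, 0.288 and 0.288). Higher after 1 month were Serpina3n, a protease inhibitor (2.33 ± 0.23), Dlg2 (1.26), Cbr1 (1.13), Lep, the adipocyte hormone leptin (1.06 ± 0.15), Pdgfd (1.04), Arrdc3 (1.03), Alb (0.98) and the lipolysis inhibitor G0s2 (0.82). On the common scale Alb had an adjusted p of 0.0502 and the other named genes still passed. Oxidative phosphorylation was higher in 15 of 39 genes (33 adjusted over the list alone, camera adjusted p = 1.77e-12, and adjusted p = 0.475 with an estimated correlation), 3 of them on the common scale. Ribosomal proteins (camera adjusted p = 6.4e-04), branched-chain amino acids and the tricarboxylic acid cycle (0.00708 each) and xenobiotic metabolism (0.0391) passed upwards too. With an estimated correlation 0 of the 10 lists that passed camera for the durations still passed. In total 315 probe sets were higher and 157 lower, and 80 and 215 on the common scale, with 80 higher and 157 lower on both. Counts were 122, 128, 89 and 106 without the 5%, 10%, 20% and 30% pools at 1 week, and 307, 278 and 123 without the control, 5% and 20% pools at 1 month. They were 1575 without the first and 4017 without the second chips, which follows from the scales of the chips left in.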

Values the study reported

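The study counted 387, 981, 1084 and 1674 changed gene probes in adipose tissue after 1 week at 5%, 10%, 20% and 30% restriction. Its counts after 1 month rose up to 20% restriction and were lower at 30%. The counts came from increase and decrease calls made between chips. Of the probes changed in one direction at all levels and both durations, it listed 45 as up-regulated and 14 as down-regulated. For Dbp it gave signal log ratios from 2.5 to 3.0. For Slpi it gave a log ratio of −0.7 at 5% restriction for 1 month and −2.45 at 20% restriction for 1 month.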

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

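Tests of the lymphocyte and clock patterns below were chosen after the values were seen, except the tests of other orders of the levels; the clock test was written before its own value was seen, but it uses the lymphocyte score, which was chosen after the data were seen. The rule that decides the tests of a graded effect and of the adipocyte share was made stricter after their values were known, because the first rule set single pools against chip noise.

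The difference of dose slopes, 1 month minus 1 week, passed camera for 7 of 26 lists. The median difference was 0.0987 for cholesterol synthesis, −0.0924 for endothelial markers, 0.0714 for lipogenesis and triglyceride synthesis, 0.199 for smooth muscle markers, 0.504 for lymphocyte markers, −0.0768 for the fibroblast and matrix list and −0.196 for the clock's negative arm. None of the 7 passed with an estimated correlation or with fry. The ratio of 3' to 5' signal of the actin control probe sets, a sign of RNA integrity or labelling, had a mean of 1.64 in the 8 restricted pools (1.54 to 1.82) and 1.51 to 1.52 in the control pools, so that the pool means did not overlap, while single chips did, at 1.44 to 1.85 in restricted and 1.42 to 1.62 in control pools; that of Gapdh was 1.05 to 1.17 in restricted and 1.05 to 1.10 in control pools.

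Lymphocyte markers had a median of −2.05 log2 in restricted against control pools, with no marker of 9 past the threshold singly and the list past it with camera (adjusted p = 0.00207) but not with an estimated correlation (adjusted p = 0.319) or fry (adjusted p = 0.12), and the 5% pool at 1 month (7.47) was near its control (7.56). The 30% pool at 1 month stood 2.81 log2 above the mean of the 10% and 20% pools, but with 1 pool per group and only chip spread (0.205) that value cannot be told apart from pool-to-pool chance under a graded effect. Unequal lymph node content is a candidate explanation: with dose and duration in the fit, lymph node genes followed the lymphocyte score with a median coefficient of 1.02, though that median is of 3 genes, Glycam1 (1.02) and Cxcl13 (1.13), both noticed beforehand, and Madcam1 (−0.0095), which did not follow it. With the score in the fit the median slope of Slpi, Dnase1l3 and Mpeg1 went from −0.611 to −0.127, which may mean that these falling slopes follow the same content. A response of resident immune cells to restriction was not tested, and a lower share of adipocytes in control pools stays open, since the medians of the macrophage, fibroblast and endothelial lists, −0.436, 0.0576 and 0.119 beside −2.05 for lymphocytes, go against it in 2 of the 3, but their distances from the lymphocyte score, 1.49 ± 1.08, 2.09 ± 1.24 and 2.12 ± 1.21, were under 2 SE.

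Control pools lay below the dose line for clock genes of the negative arm, at a median step of 1.03. The lymphocyte score left that step at 0.993, which argues against unequal lymph node content as its whole cause. A shift in daily phase or feeding time remains open: Bmal1, of the opposite arm, was lower in restricted pools (−1.46 ± 0.33, in 8 of 8 pools, at a signal under the filter), but the times of feeding and sampling of each group are not given in the sources used here, so the explanations cannot be told apart.

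Other orders of the levels within durations, 100 with the real one, bear on chance. For the dose slope at both durations 1 order, the real one, gave as many as 895 (the highest other 727). For 1 week 1, the real one, gave 28 (the highest other 1). A chance order of the levels is therefore unlikely for these counts, though the shares were not adjusted for the number of tests. For 1 month 2 orders gave 12. The highest other gave 239, many times the real count, which points to a structure of the pools, so chance cannot be excluded at 1 month. For the step 9 orders gave at least 31, and the highest other gave 1879, many times the real count, which points to a structure of the pools; chance cannot be excluded. For the gene lists 20 orders called at least 16 (the highest other 19), so chance cannot be excluded there either. Of 25 choices of 1 pool per duration as control, 1, the real one, gave 565 for restricted against control (the highest other 1). That is the lowest share that 25 choices can give. Of 100 splits of the pools into 5 and 5, 1 gave 472 for the durations (the highest other 188). Chance is unlikely for both counts, but these shares were not adjusted for the number of tests either.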

How the results depend on the processing

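The common scale, single pools left out, the removal of 2 pools with pancreas genes, the lymphocyte score, the 1 month pools alone and the other contrasts of the lists were chosen after the data were seen. No named gene that was called changed sign under any alternative; 27 of 5138 gene values changed sign while called in neither fit. For the slope at both durations 841 values of named genes no longer passed, 90 passed newly and 2462 stayed on their side of the threshold. The cause of the changes below was not tested, except where fewer pools or probe sets entered. Signal over background limits dim probe sets, and 1 pool per group limits every test.

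With no filter restricted against control called 374 and the durations 303, and the pool counts were 2380, 2953, 3224 and 3703 at 1 week and 2102, 3816, 3366 and 2941 at 1 month (5% to 30%). With the 60th percentile filter the slope at 1 week called 44 and the pool counts were 328, 614, 733 and 1051, and 252, 1055, 904 and 759. Quantile normalization gave 855 for restricted against control, 56 for the step, 245 for the durations (69 higher, 176 lower) and 793 for all 8 pools. Median centring gave 4 for the slope at 1 month, 8 for the step, 68 for the durations (16 higher, 52 lower) and 738 for all 8 pools. A common trimmed mean gave 295 for the durations and 772 for all 8 pools. Without trend eBayes called 5 at 1 week, 5 at 1 month, 295 restricted against control, 7 for the step and 280 for the durations. The rank of the level gave 1943 at both durations, 360 at 1 week and 168 at 1 month. Without the 2 pools with pancreas genes the counts were 15 at both durations, 0 at 1 week, 3 at 1 month, 5 restricted against control, 0 for the step and 79 for the durations, with fewer pools. With the lymphocyte score they were 195, 11, 45, 64, 57 and 900. A minimum of 2-fold gave pool counts of 130, 326, 415 and 635, and 99, 584, 501 and 289; no minimum gave 1444, 2129, 2165 and 2681, and 4246, 5802, 5768 and 5154. All 4 pools of 1 month alone gave 1730 one-way probe sets. Lists passing, 16 on the dose slope, were 14 without the 2 pools with pancreas genes, 13 with the lymphocyte score (which is the mean of 1 of the lists), 0 with an estimated correlation, 10 for the durations and 7 for the difference of slopes.

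By the correlation rule used, the replicate numbers were not taken to pair the chips. In 45 pairs of pools, same-numbered chips correlated at −0.128 to 0.225 and 14 pairs were over 0.1. Still, 20 of 20 chips correlated best with a chip of their own number, a hint from the data. The 2 chips of a pool are not independent in that count. The number also marks chips scaled together, at trimmed means of 77.7 and 111.7 at 1 week. The rule therefore does not exclude shared processing of same-numbered chips. With the replicate block over 20 chips the counts were 1742 at both durations, 739 at 1 week, 164 at 1 month, 1587 restricted against control and 144 for the step. That fit enters technical repeats as observations, with the pool as a random block, so its higher counts are not evidence of more changed genes. How much of the rise this explains was not tested. With same-numbered chips alone the count was 1159 for all 8 pools, and the cause was not tested.

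Leaving out a replicate number, a level or a pool, counts ran from 32 to 1928 for the slope at both durations, 0 to 320 at 1 week, 0 to 97 at 1 month, 6 to 2417 for restricted against control, 1 to 269 for the step, and 12 to 4017 for the durations (4017 without replicate 2 and 1575 without replicate 1, where the deposited scales differ). For the other results only a replicate number was left out: counts ran from 2389 to 2397 for all 8 pools and 15 to 18 for the lists, and pool counts from 972 to 1607, 1395 to 2204, 1641 to 2172 and 2087 to 2726 at 1 week, and 925 to 1066, 2199 to 2414, 1817 to 1988 and 1554 to 1782 at 1 month. Restricted against control and the step could not be fitted without both controls.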

Other observations

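All tests of this part were chosen after the values were seen.

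The control pool at 1 week carried transcripts of the exocrine pancreas at levels of abundant genes. Prss1, trypsinogen, had a log2 signal of 12.6 there and 2.61 in the control pool at 1 month, Cpb1 12.7 and 3.18, Pnlip, pancreatic lipase, 12.6 and 4.36, and Cel 12.2 and 0.292. The insulin genes were raised there too, Ins1 to 7.05 and Ins2 to 6.10, beside 4.86 and 1.43 in the control pool at 1 month. In the 30% pool at 1 week Prss1 stood at 8.33 and Cpb1 at 7.23.

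Pancreas tissue in that pool is a candidate explanation that was not tested apart from the pattern itself: 100% of the 13 pancreas probe sets were over 2 log2 higher there than in every other pool, which restates the pattern, and 12 of them were over 1 log2 higher in the 30% pool at 1 week than in the remaining pools. A fault of one chip is argued against by the 2 chips of the pool, which differed by 0.360 log2. An effect of the full recorded intake is argued against by the control pool at 1 month, 9.20 log2 lower. The score of 2.66 in that control pool lies under the signal filter (4.51), so the size of the gap is not exact. With values under the filter set to it the gap is 7.29 log2. Whether such tissue was in the pools stays open, and every comparison that uses these 2 pools holds them.

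The log2 difference of Slpi from control was −0.30 in the 5% pool at 1 month and −3.68 in the 20% pool at 1 month here. The first is smaller in size and the last larger in size than the value quoted from the study above. The study's methods describe log ratios produced by an algorithm, while the values here are differences of mean log2 signals. The measures differ, so these gaps do not test the study's values.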
